A study of Caenorhabditis elegans with 4 samples. Its data were reported in "System Wide Analysis of the Evolution of Innate Immunity in the Nematode Model Species Caenorhabditis elegans and Pristionchus pacificus" (2012).

How the data were processed

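Transcript levels were measured in whole young adult N2 hermaphrodites grown on OP50 at 20°C and moved for 4 hours to plates of *S. aureus* or fresh plates of OP50, with about 200 worms per sample. Total RNA was labelled with Cy5 or Cy3 and both samples of a replicate were hybridised to the same Agilent *C. elegans* array. There were 4 arrays, 1 per biological replicate, and the labels give opposite dyes for 2 of them, replicates 3 and 4. All 4 formed 1 group. A replicate held its own pair of RNA samples, so that p-values measure the spread between replicates. In the main fit, which has no dye term, any dye difference of the swapped arrays is part of that spread.

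The authors scanned the arrays with GenePix software, corrected the background with normexp and normalized each array by lowess with separate weights for probes and spike-in controls, using limma, whose version is not given in the sources used here. The deposited values are log2 ratios of Cy5 over Cy3, 1 column per array. No normalization between arrays is described. Lowess removes dye bias that depends on intensity but not bias of a single probe, and the weights set where the centre of each array lies. The methods also allow arrays to be removed as outliers, without saying which, and all 4 columns were used here. Intensities were not used here, so that the signal over background of a probe is unknown.

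Scale and direction are not stated with the value table and were taken from the methods and the values. As deposited, the columns had medians of 0.003, 0.046, 0.032 and 0.067. The swapped columns correlated with the unswapped ones at a mean Pearson's r of −0.330 over all probes, under the limit of −0.1 fixed before the data were examined, so they were read as Cy5 over Cy3 and their sign was turned. That rule did not name the coefficient, and the mean Spearman's rho of the same pairs was −0.068, which lies above the limit and would have asked for both turns. The opposite turn was therefore run too, and it called 0 genes (1529 at an unadjusted p under 0.05, against 2218, limma). All values then read *S. aureus* over OP50. The scale as log2 thus rests on limma's usual ratio, and the direction on that ratio and the dyes in the labels. The paper also names pqm-1 and zip-2 among genes induced on every pathogen it tested. Both were above 0 on every array after the turn, which speaks for the direction used.

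Of 45220 array features, here called probes, 1097 had no value on any array and 44123 had a value on all 4. The platform annotation gave 1 gene symbol for 27263 probes and several for 0. It gave none for 16860, which are unnamed here and entered only the test of single probes. Of the named probes, 19293 had an accession found in a RefSeq gene table of assembly WBcel235, and 98 whose accession and symbol named different genes were left out of the gene values. A gene's value on an array was the mean of its probes, giving 15042 genes, of which 10509 had 1 probe, with 82 probes at most. No coordinates are given, since no genome build is named for the array.

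Each gene's 4 log2 ratios were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment, following the study's methods. A gene was called at an adjusted p of 0.05 or less with an absolute log2 ratio over 0.5. The study's methods fitted probes, and single probes were tested likewise beside the genes. Values are means ± SD over 4 arrays. A sign-flip test of 4 arrays cannot reach a two-sided p under 0.125, so single genes rest on limma's pooled variance. Files were read with pandas 2.3.3 in Python 3.11.15.

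The text names the 12 genes with the largest increase and the 12 with the largest decrease among called genes with 1 sign on all arrays. From each list it names up to 4 called members, or the 2 members of lowest p where none was called, and the genes that the study's text names, of which lipl-1 and lipl-3 have no probe with their symbol. Of some lists fewer are printed. The values of lys-2, ilys-2, ilys-3, cyp-37B1, sod-3 and msp-31 were added after the values had been seen. The 28 gene lists and this rule were fixed before the data were examined. Lists with 3 or more tested genes (26) were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation and with fry. Camera compares a list with all other genes, and fry asks whether its genes move one way on balance. Families of 5 or more genes were taken from the letters before the hyphen of a symbol and tested with Fisher's exact test against all 7307 tested genes with a symbol of that form.

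Alternatives were a dye term, the opposite turn of the swapped arrays, median centring, scaling by the median absolute value, the median of a gene's probes, calling a gene through any probe, other fold thresholds, robust eBayes, array weights and leaving out each array in turn. Keeping the 98 conflicting probes was added after seeing the data. The use of genes measured on all arrays alone changed nothing, since no probe had values on some arrays only.

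The fit was tested on simulated log2 ratios of 15042 genes on 4 arrays. Their spread was drawn from limma's moderated variances of the real genes, which differ less between genes than the genes' own variances. Of 100 genes changed by 1 it called 93 and of 100 changed by 2 it called 99, with 9 false calls among the others. In the simulation a shift of 0.5 given to 1 of 20 random lists was found by camera and none of the 19 others was called. The simulated genes were independent of each other, with no dye effect and no array that differed from the rest. These rates therefore need not hold for the measured arrays.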

Results

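Gene expression of *C. elegans* was compared between young adults kept for 4 hours on *Staphylococcus aureus*, a gram-positive bacterium that kills this nematode, and young adults kept for 4 hours on *E. coli* OP50, its usual laboratory food. The worms were hermaphrodites of N2, the wild type strain, and about 200 of them made up each sample. Each of 4 biological replicates was measured on an Agilent array that held the RNA of both conditions, each labelled with its own dye. RNA from worms on *S. aureus* carried Cy5 on replicates 1 and 2 and Cy3 on replicates 3 and 4. All values below are log2 ratios of *S. aureus* over OP50, so that a positive value means more transcript on *S. aureus*. The arrays had 44123 probes with a value on all 4 arrays, and 27165 of these were assigned to 15042 genes. No intensities were used here, and the number of arrays limits the precision.

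The replicates did not resemble each other equally. Across probes, which are not independent replicates, Pearson's r was 0.680 between replicates 3 and 4. Replicate 1 correlated with these at 0.534 and 0.569. Replicate 2 had r = 0.344 with replicate 1, 0.096 with replicate 3 and 0.119 with replicate 4, while Spearman's rho was 0.242, −0.099 and −0.127 for the same pairs. The interquartile range of the log2 ratios was 0.211, 0.335, 0.453 and 0.469 on replicates 1 to 4.

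The first question was which genes differ in expression after 4 hours on the pathogen. Genes of thaumatin-like proteins, a C-type lectin and a cathepsin were among the largest increases, and genes of transporters and a cytochrome P450 among the largest decreases. The thaumatin-like genes thn-2 and thn-1 rose by 2.13 ± 0.12 and 2.02 ± 0.08 (SD, n = 4), which is 4.37-fold and 4.07-fold. The C-type lectin gene clec-70 rose by 2.92 ± 0.86 and the cathepsin B-like protease gene cpr-4 by 2.48 ± 0.38. In the other direction pgp-1, which encodes a P-glycoprotein of the ABC transporter family, was at −3.09 ± 0.31, and the cytochrome P450 gene cyp-35A5 at −2.04 ± 0.44. In all, 42 genes passed an adjusted p of 0.05 with an absolute log2 ratio over 0.5 in limma, 30 of them higher and 12 lower on *S. aureus*. All 42 had the same sign on all 4 arrays, and their median absolute log2 ratio was 1.71.

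The share of called genes that were higher was 71.4% (95% exact binomial interval 55.4 to 84.3%). That interval treats genes as independent and does not measure the spread between replicates. Over all genes, 3523 (23.4%) had the same sign on all 4 arrays, where independent signs would give 12.5%. At an unadjusted p under 0.05 there were 2218 genes, 1240 higher and 978 lower. The count depended on the arrays used. Without replicate 2, 874 genes were called, 504 higher and 370 lower, and these included all 42. Without replicate 1, 8 genes were called, without replicate 3, 9 genes, and without replicate 4, 0 genes (1400 at an unadjusted p under 0.05, limma).

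Among the 12 largest increases, F45D3.4 came first with 3.62 ± 0.66 (SD, n = 4; adjusted p = 0.0174, limma). It was followed by scl-2, a gene of the SCP-like extracellular proteins, with 3.44 ± 0.59 (adjusted p = 0.0157), and by F53A9.8 with 3.09 ± 0.92 (adjusted p = 0.0485). F53A9.8 was at 1.73 on replicate 2 and between 3.35 and 3.65 on the other arrays. The cytochrome P450 gene cyp-32B1 rose by 2.55 ± 0.74 and T26H5.9 by 2.52 ± 0.29. W07B8.4 (2.28 ± 0.16) had an adjusted p of 0.00242, a value shared with thn-1 and thn-2. F49C12.7 and ZK550.6 completed this group at 1.96 ± 0.46 and 1.94 ± 0.53.

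Of the 12 genes that were lower, pgp-1 had an adjusted p of 0.00265. The folate transporter gene folt-2 was at −2.62 ± 0.74 (SD, n = 4) and Y48E1B.8 at −1.82 ± 0.32. The lipid-binding protein gene lbp-8 was at −1.78 ± 0.33, with −1.29 on replicate 1 and values from −2.0 to −1.89 on the other arrays. The glutathione S-transferase gene gst-10 was at −1.19 ± 0.31, F22E5.1 at −1.22 ± 0.19 and C31H2.4 at −1.08 ± 0.23. K09C4.5 (−0.96 ± 0.07), Y13C8A.1 (−0.75 ± 0.12), the hedgehog-related gene grd-14 (−0.72 ± 0.08) and Y46H3C.5 (−0.71 ± 0.08) had the smallest decreases. The SD does not show differences between probes. Those of K09C4.5 ran from −1.87 to −0.38, of Y13C8A.1 from −1.06 to −0.44 and of lbp-8 from −2.60 to −0.97. In each of these genes 1 probe passed by itself, while all 5 probes of folt-2 and all 3 of gst-10 did.

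**Figure D1:**
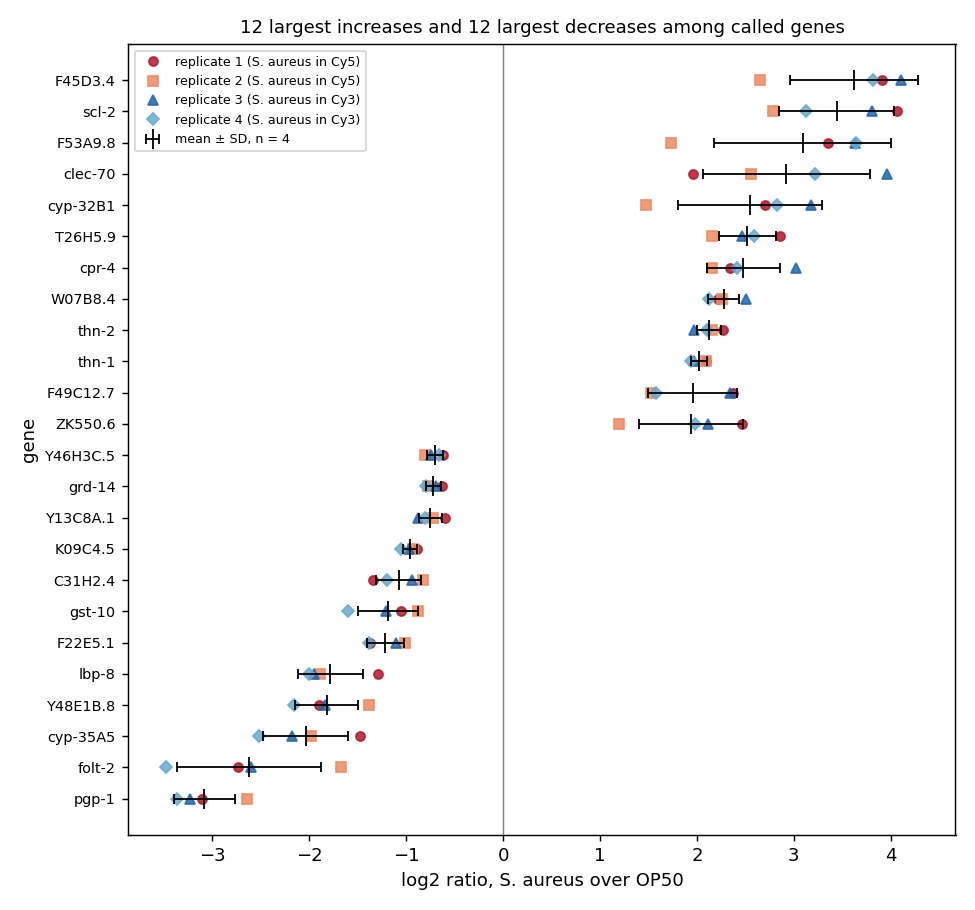
Log2 ratio (horizontal axis, *S. aureus* over OP50) of the 12 called genes with the largest increase and the 12 with the largest decrease (vertical axis), with 1 point per array and the mean ± SD of 4 arrays in black. Every point lies on the side of 0 of its gene's mean, from F45D3.4 with a mean of 3.62 to pgp-1 with a mean of −3.09, and replicate 2 lies closest to 0 in genes such as F53A9.8 (1.73).

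The next question was how the classes of immune effector genes behaved, using lists fixed before the data were examined. Antimicrobial peptides and saposin-like proteins moved up as a list of 89 genes, with a median of 0.29 and 75 members above 0 (camera adjusted p = 1.15e-13, and adjusted p = 0.292 with an estimated correlation). Called members were thn-2, thn-1, spp-2 (1.23 ± 0.22; SD, n = 4) and spp-5 (0.80 ± 0.12), all higher, and the other 85 were not called. The 4 probes of spp-2 ran from 0.47 to 3.41. Adjusted over the list alone, 24 members were higher and 2 lower.

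The 15 lysozyme genes had a median of 0.46 (camera adjusted p = 0.0113, and adjusted p = 0.292 with an estimated correlation of −0.012, below the preset one), and lys-5 rose by 1.55 ± 0.28. The invertebrate-type lysozyme gene ilys-3 was at 2.63 ± 1.25 and lys-2 at −2.22 ± 0.95, neither of them called (adjusted p = 0.0775 and 0.0725). The median of the list was 0.30 without replicate 1. Adjusted over the list alone, 6 were higher and 1 lower. A panel of 11 genes from earlier work on *S. aureus* infection had a median of 1.36 with 10 members above 0 (camera adjusted p = 6.31e-07, and adjusted p = 0.292 with an estimated correlation). Its called members were clec-70 and lys-5, while cyp-37B1 was at 3.42 ± 1.54 and ilys-2 at −0.80 ± 0.79 without passing. Adjusted over the list alone, 7 of the panel were higher and 1 lower.

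C-type lectins are the largest of these families on the array, with 243 genes tested. Only clec-70 and clec-62 (1.52 ± 0.35; SD, n = 4) were called, both higher, and the list as a whole did not pass (median 0.03, camera adjusted p = 0.115). Its median was 0.01 without replicate 3 or with the arrays scaled to one spread, and 0.00 without replicate 4, while fry gave an adjusted p of 0.0385. Adjusted over the list alone, 5 C-type lectins were higher and 3 lower.

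The 15 lysosomal protease genes had a median of 0.73 and 11 lay above 0 (camera adjusted p = 5.2e-05), but the call ended with an estimated correlation (adjusted p = 0.292). Both cpr-4 and the aspartyl protease gene asp-6 (1.67 ± 0.31; SD, n = 4) were called higher, 13 were not called, and 8 were higher when adjusted over the list alone. The 18 autophagy genes had a median of 0.09 (camera adjusted p = 0.0386, and adjusted p = 0.347 with an estimated correlation), none was called, and 3 were higher over the list alone. The autophagosome protein gene lgg-2 was at 0.72 ± 0.22 and the kinase gene unc-51 at 0.59 ± 0.28. Without replicate 2 the median of the autophagy list was −0.02 and its call ended (camera adjusted p = 0.172), and it also ended without replicate 1 (0.0755, median 0.04) and with a dye term (0.0586). Without replicate 3 it passed with a median of 0.145 (camera adjusted p = 0.0147). The vacuolar ATPase, which acidifies lysosomes, went the other way, with a median of −0.19 over 17 genes and 2 of them above 0 (camera adjusted p = 0.0247, and adjusted p = 0.652 with an estimated correlation). None was called on either basis, with vha-12 at −0.85 ± 0.60 and vha-5 at 0.31 ± 0.21. This call was lost without replicate 1 (camera adjusted p = 0.0606), without replicate 3 (0.0573) and without replicate 4 (0.229, median −0.10), while without replicate 2 the median was −0.39 (0.000336). Of the lysosomal-type lipases, 0 genes were tested, since no probe carried a symbol of this family in the annotation, and lipl-1 and lipl-3, which the study's text names, thus have no value here.

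Transcription factors named in the study's text were also higher. The zinc finger gene pqm-1 rose by 1.74 ± 0.35 (SD, n = 4; adjusted p = 0.0276, limma) and the bZIP gene zip-2 by 1.39 ± 0.38 (adjusted p = 0.0485). These were picked by the study from the same samples and are not independent evidence that they respond to *S. aureus*, also when adjusted over the list alone, where both passed. On replicate 3 pqm-1 reached 2.26, against values from 1.54 to 1.59 on the other arrays.

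Genes of stress resistance and longevity were examined next. Class 1 targets of the FOXO factor DAF-16, which it activates, had a median of 0.44 over 12 genes with 9 above 0 (camera adjusted p = 0.00496, and adjusted p = 0.292 with an estimated correlation). None was called, and 4 were higher when adjusted over the list alone. The catalase gene ctl-2 was at 1.70 ± 0.68 and the small heat shock protein gene hsp-12.6 at 0.88 ± 0.32. The superoxide dismutase gene sod-3, a member of this class, was at −0.20 ± 0.13. Class 2 targets, which DAF-16 represses, had a median of 0.00 over 9 genes and did not pass (camera adjusted p = 0.712), and the median was −0.25 without replicate 2. They too were above 0 on replicates 1 and 2 (0.32 and 0.59) and below it on replicates 3 and 4 (−0.26 and −0.44). None was called, and ins-7 (1.99 ± 0.64) and dod-22 (1.08 ± 0.56) were higher over the list alone, where 2 were higher and 0 lower. The 17 antioxidant and metal-binding genes passed camera as higher (adjusted p = 0.0326, and adjusted p = 0.371 with an estimated correlation) with a median of 0.04 and a mean of 0.38. Its medians were 0.28 and 0.45 on replicates 1 and 2 and −0.02 and −0.12 on replicates 3 and 4, so that its sign went with the dye orientation. None was called, 6 were higher over the list alone, and the ferritin gene ftn-1 was at 0.69 ± 0.11. Its probes ran from 0.02 to 2.34. This list lost its call without replicate 1 (camera adjusted p = 0.083, median −0.02), without replicate 2 (0.082, median 0.02) and with a dye term (0.0586). Its median was 0.09 without replicate 3 (0.0065), 0.14 without replicate 4 (0.00981) and 0.08 with the arrays scaled to one spread (0.0317). Heat shock proteins did not pass (15 genes, median −0.22, camera adjusted p = 0.115), none was called, and 1 was higher over the list alone. Their member hsp-17 was at −0.38 ± 0.30, and the adjusted p of the list was 0.652 with an estimated correlation. Camera at the preset correlation gave an adjusted p of 0.0285 without replicate 3 and of 0.711 without replicate 4, where the median was −0.03.

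Detoxification genes passed as lower in some lists, and no such list passed as higher. The 64 UDP-glucuronosyltransferase genes had a median of −0.16 and 20 lay above 0 (camera adjusted p = 2.75e-06, and adjusted p = 0.292 with an estimated correlation). None was called, with ugt-62 at −1.37 ± 0.48 (SD, n = 4) and ugt-53 at −0.58 ± 0.10, and over the list alone 16 were lower and 3 higher. The 48 glutathione S-transferase genes had a median of −0.09 (camera adjusted p = 0.0113, and adjusted p = 0.346 with an estimated correlation). The median was −0.06 without replicate 4. Here gst-10 was lower, 47 were not called, and over the list alone 5 were lower and 1 higher. Among 75 cytochrome P450 genes cyp-32B1 rose and cyp-35A5 fell, while the list did not pass (camera adjusted p = 0.715). Its median was 0.03 and its mean −0.04, the direction camera gave was down, the median turned to −0.02 without replicate 3, and over the list alone 6 were higher and 11 lower.

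Neither list of fat metabolism passed, and 1 gene of these lists was called. Among 29 genes of fatty acid breakdown cpt-4, of the carnitine palmitoyltransferase family, rose by 1.54 ± 0.41 (SD, n = 4), and 28 were not called. The list had a median of 0.12 and did not pass (camera adjusted p = 0.078, and adjusted p = 0.305 with an estimated correlation). At the preset correlation the adjusted p was 0.0357 without replicate 3, 0.0486 without replicate 4, where the median was 0.21, and 0.323 without replicate 2. Over the list alone 9 were higher and 3 lower. For fatty acid synthesis and desaturation the median was 0.00 and the mean −0.31 over 18 genes (camera adjusted p = 0.868), and it ran from −0.09 without replicate 2 to 0.05 without replicate 1. None was called, 4 were higher and 4 lower over the list alone, and the desaturase genes fat-3 and fat-6 were at 1.64 ± 0.55 and 0.86 ± 0.27.

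Nuclear hormone receptors, a family of 267 genes on the array, passed as higher with a median of 0.04 (camera adjusted p = 0.0122, and adjusted p = 0.475 with an estimated correlation). None was called on either basis, with nhr-55 at 0.87 ± 0.28 (SD, n = 4) and nhr-19 at 0.79 ± 0.23. The call ended without replicate 3 (camera adjusted p = 0.0628), and without replicate 2 the median was 0.06 (0.000926). Cuticle collagen genes passed as lower with a median of −0.05 over 188 genes (camera adjusted p = 0.0122, and adjusted p = 0.348 with an estimated correlation). None was called, 1 was higher and 1 lower over the list alone, and col-104 was at 0.66 ± 0.09 and col-43 at −0.70 ± 0.19.

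Lists that mark tissues were included because whole worms were sampled. Major sperm protein genes passed as higher, with a median of 1.09 over 5 genes (camera adjusted p = 1.03e-05, and adjusted p = 0.292 with an estimated correlation). None was called over all genes and 4 were higher over the list alone. Both msp-3 (1.19 ± 0.34; SD, n = 4) and msp-33 (1.09 ± 0.33) were in this range, while msp-31 was at 0.10 ± 0.42. Body wall muscle genes had a median of 0.20 over 15 genes (camera adjusted p = 0.0122, and adjusted p = 0.652 with an estimated correlation), with myo-3 at 0.90 ± 0.36 and tni-1 at −0.56 ± 0.22. Here 3 were higher and 1 lower over the list alone, and without replicate 2 the list did not pass (median 0.05, camera adjusted p = 0.154). Its median was 0.12 without replicate 1 (camera adjusted p = 0.0355) and 0.41 without replicate 4 (1.88e-06). Neuronal genes had a median of 0.14 over 18 genes (camera adjusted p = 0.0122, and adjusted p = 0.292 with an estimated correlation), with sbt-1 at 0.74 ± 0.46 and unc-64 at 0.34 ± 0.21, and none passed on either basis. Intestinal genes did not pass (10 genes, median −0.09, camera adjusted p = 0.925), with medians of −0.26, −0.05 and 0.00 without replicates 2, 3 and 4. In this list 2 were higher and 2 lower over the list alone, with ifb-2 at 0.63 ± 0.22 and the acid phosphatase gene pho-1 at −1.18 ± 0.69.

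The medians of 6 of the 26 lists were above 0 on both arrays with *S. aureus* RNA in Cy5 and below 0 on both others. Class 2 targets and antioxidant genes, given above, were among them. Oocyte and embryo genes passed as lower with a median of −0.23 over 25 genes (camera adjusted p = 0.0122, and adjusted p = 0.683 with an estimated correlation), none called on either basis. Their medians were 0.01 and 0.57 on replicates 1 and 2 and −0.97 and −0.60 on replicates 3 and 4, with oma-2 at −0.38 ± 0.47 (SD, n = 4). The call ended without replicate 3 (median 0.00, camera adjusted p = 0.645), without replicate 4 (median −0.11, 0.146) and with the arrays scaled to one spread (median −0.14, 0.0563), while without replicate 2 the median was −0.51 (1.51e-06). Vitellogenin genes, which encode yolk proteins, did not pass (6 genes, median −0.46, camera adjusted p = 0.0677). They were at 0.13 and 0.55 on replicates 1 and 2 and at −1.11 and −1.69 on replicates 3 and 4, and vit-1 was at −2.60 ± 2.46. With the arrays centred on their median the adjusted p of this list was 0.0478, with a dye term 0.0032, without replicate 1 0.0272 (median −0.76) and without replicate 2 0.00471 (−0.78). It was 0.17 with the arrays scaled to one spread (−0.20), 0.211 without replicate 3 (−0.26), 0.652 with an estimated correlation and 0.529 without replicate 4, where the median was −0.04.

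Ribosomal protein genes behaved likewise, with medians of 0.22 and 0.59 on replicates 1 and 2 and −0.53 and −0.48 on replicates 3 and 4. Over all arrays their median was −0.04 over 58 genes and did not pass (camera adjusted p = 0.492, and adjusted p = 0.932 with an estimated correlation of 0.897), with rps-17 at −0.34 ± 0.67 (SD, n = 4). The direction of this list flipped to 0.05 with the arrays scaled to one spread. At the preset correlation of 0.01, far below the estimated one, the list was lower without replicate 1 (median −0.14, camera adjusted p = 0.0355) and replicate 2 (−0.23, 0.00042) and higher without replicate 3 (0.11, 0.0381). Its median was 0.09 without replicate 4. Proteasome genes were at 0.22, 0.43, −0.46 and −0.50 on replicates 1 to 4, with a median of −0.07 over 29 genes that did not pass (camera adjusted p = 0.115, and adjusted p = 0.914 with an estimated correlation of 0.931) and flipped to 0.02 with that scaling. At the preset correlation the list was lower with a dye term (camera adjusted p = 0.00856), without replicate 1 (median −0.19, 0.00987) and without replicate 2 (−0.24, 0.000842). Its median was 0.03 without replicate 3 and 0.04 without replicate 4. Its member rpn-12 was at −0.34 ± 0.50.

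**Figure D2:**
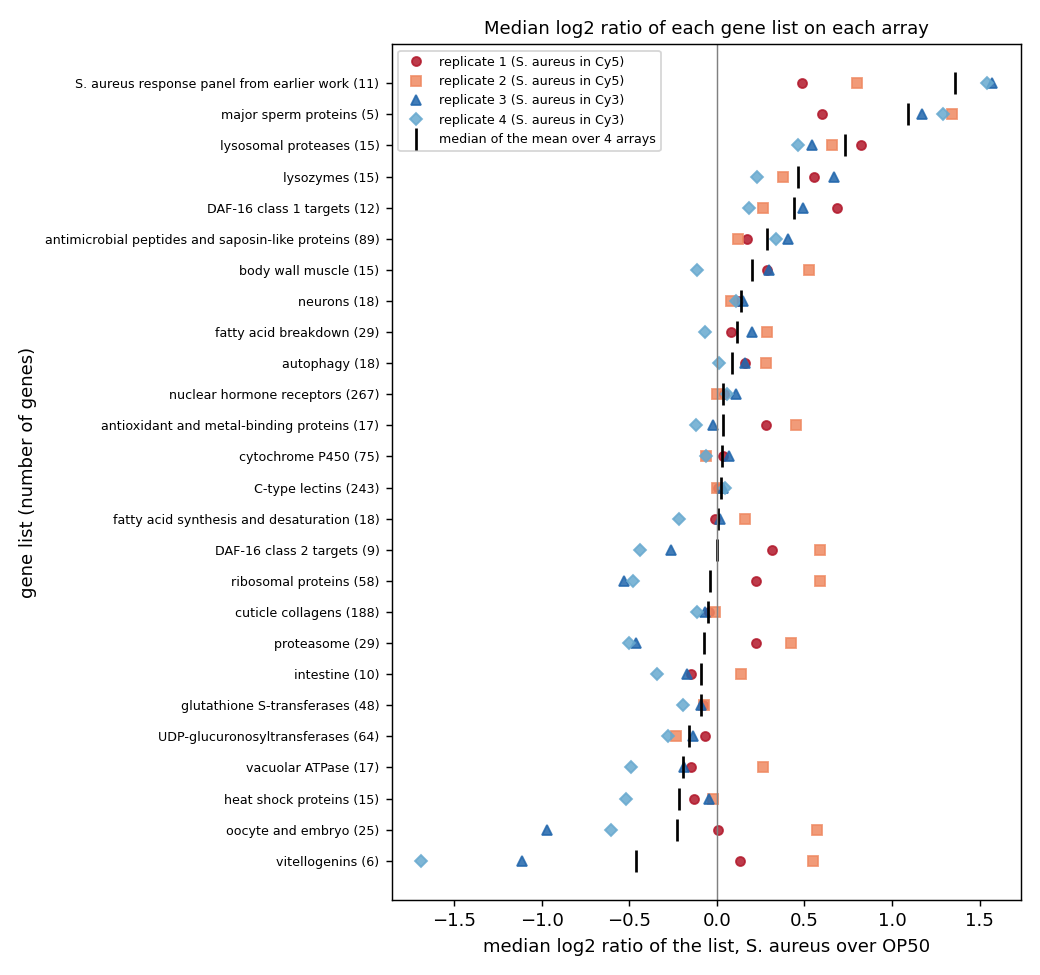
Median log2 ratio (horizontal axis, *S. aureus* over OP50) of each list with 3 or more tested genes (vertical axis, number of genes in brackets), with 1 coloured point per array and the median of the 4-array means as a black bar. Major sperm protein genes and the *S. aureus* panel lie above 0 on every array, while ribosomal protein genes run from 0.59 on replicate 2 to −0.53 on replicate 3.

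A scan of 251 gene families defined by their symbols found an excess of called genes in 1 family. This was the thaumatin-like family thn, in which 2 of 6 genes were called higher (one-sided Fisher's exact test, adjusted p = 0.0382 over 502 tests). The test takes genes as independent, but the 2 called ones ran close together on the arrays. Values ran from 1.94 to 2.10 for thn-1 and from 1.97 to 2.27 for thn-2. Whether they changed separately was not tested. Saposin-like genes, with 2 of 22 called higher, did not pass (adjusted p = 0.287). Without replicate 2, 10 families passed, and thn was not among them. Among the higher genes they were the caenacin peptides cnc, the neuropeptide-like proteins nlp, the lysozymes lys, the saposin-like proteins spp, the cathepsin B-like proteases cpr, the major sperm proteins msp and the nuclear hormone receptors nhr. Among the lower genes they were the collagens col, the UDP-glucuronosyltransferases ugt and the glutathione S-transferases gst.

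Single probes were tested in the same way. Of 44123 probes, 568 passed, 357 of them higher and 211 lower on *S. aureus*, so that 62.9% were higher (95% exact binomial interval 58.7 to 66.8%). A gene counted through any of its probes would give 188 genes. Without replicate 4 the probe counts were 100 and 96.

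Lastly, the difference between the dye orientations was estimated beside that of the bacterium. The swapped arrays held other worms than the unswapped ones, so a dye effect and a difference between these replicates cannot be told apart in it. It passed the same threshold for 2 genes, both with larger Cy5 over Cy3 ratios, and for 0 genes in the other direction. These were grd-12 (2.15 ± 0.08, SE of the fit, n = 4; adjusted p = 0.0242, limma) and the tyrosine decarboxylase gene tdc-1 (1.84 ± 0.08; adjusted p = 0.0312), named after their values were seen. With the dye in the model, 136 genes were higher and 77 lower on *S. aureus*, including all 42 genes called without it. That fit takes any difference between unswapped and swapped replicates out of the spread, so its p-values do not measure the full spread between replicates. Its calls include tdc-1 as higher, with 3.23 and 3.52 on replicates 1 and 2 and −0.33 and −0.29 on replicates 3 and 4. They also include grd-12 as lower, with 0.10, 0.25, −4.02 and −4.22 on replicates 1 to 4.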

Values the study reported

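For *C. elegans* on *S. aureus*, the study reported 249 differentially expressed genes, of which 181 were up-regulated (73%) and 68 down-regulated (27%). It applied an FDR threshold of 0.05 and an absolute log2 fold change above 0.5 after 4 hours of exposure.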

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

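Tests on replicate 2, on the dye orientation and on the likeness of the sperm protein genes were chosen after their results had been seen, while the test of other sperm genes was chosen before.

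In the 94 sets of 4 values tested, 6 had 1 array far from the others, where chance would give about 4.7. F53A9.8 was at 1.73 on replicate 2, against 3.35 to 3.65 on the other arrays. For lbp-8 the array of replicate 1 gave −1.29, against −2.0 to −1.89. For pqm-1 replicate 3 gave 2.26, against 1.54 to 1.59. The value of ugt-62 on replicate 4 was −2.09, against −1.18 to −1.11. The median of the glutathione S-transferase list was −0.19 on replicate 4, against −0.09 to −0.07 on the other arrays. The sixth was msp-3, at 0.68 on replicate 1 against 1.29 to 1.41.

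Of the 16958 probes kept out of the gene values, 16860 without a gene name and 98 with conflicting names, 303 passed the test of single probes, 164 higher and 139 lower on *S. aureus*. They are not part of any gene result.

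Replicate 2 stood apart from the other arrays: without it, 874 genes were called in place of 42, and among these the median of replicate 2 over the mean of the others was 0.241. Dye bias of the kind seen on the other arrays would leave a median near 1 among genes with little dye effect there, but it was at most 0.285 in either direction. A dye bias found on replicate 2 alone is not screened out by this filter. Each other array set against the remaining ones gave medians from 1.03 to 1.27 among genes beyond 1, where the remaining ones included replicate 2 and so lay lower. Exchanged dyes are argued against, since 77.0% of the genes called without replicate 2 (673 of 874; 95% exact binomial interval 74.1 to 79.8%, taking genes as independent) kept their sign on it. A single factor that shrinks all its ratios, as a partial mixture of the RNA samples might give, is argued against for the major sperm protein list. Major sperm protein genes had a median of 1.34 on replicate 2, against 0.598, 1.17 and 1.29 on replicates 1, 3 and 4. Lysosomal proteases were at 0.658, against 0.82, 0.546 and 0.463, but cannot decide it. Their median difference with the dye orientation was 0.415, higher on the unswapped arrays, and of these replicate 2 lay below replicate 1. Antimicrobial peptides were reduced (0.121, against 0.172, 0.405 and 0.335). For the genes beyond 1 on the other arrays such a factor stays open, since larger and smaller changes were reduced alike (difference of medians −0.01). On replicate 2, 852 probes lay beyond 1, the fewest of the 4 arrays, while its interquartile range was 1.59 times that of replicate 1 and below those of replicates 3 and 4. A weaker response of these worms also stays open, and no biological explanation was tested, since the labels give no group for it.

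By their medians, ribosomal protein, proteasome, vitellogenin, oocyte, antioxidant and DAF-16 class 2 genes were above 0 on both unswapped arrays and below 0 on both swapped ones, oocyte genes by only 0.01 on replicate 1, where vit-1 (−2.14) and oma-2 (−0.18) lay below 0. A dye effect on these genes may be the source: the median dye coefficient of ribosomal protein genes was 0.466 on the log2 scale, with camera on that coefficient at an adjusted p of 2.64e-25 and of 0.464 with an estimated correlation. Among the 3 ways to pair the arrays, 1 gave a gap in the ribosomal median as large as the real 0.908 and the highest other was 0.208, but 3 pairings are too few for a share under 0.05. Dye and a true difference between replicates cannot be told apart here, because the swapped arrays held other worms than the unswapped ones. No biological explanation was tested.

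Major sperm protein genes passed as a list (median 1.09, camera adjusted p = 1.03e-05), but not with an estimated correlation (adjusted p = 0.292), 0 of the 5 were called over all genes, and msp-31 was at 0.10. More sperm RNA in these worms could raise them, and 32 sperm genes outside the family had a median of 0.218 with 27 above 0 (quartiles 0.05 and 0.62), between the values set in advance for and against. In that list ssq-2 was at 0.84 and nspd-2 at 1.04, while spe-6 was at 0.12, none of them called. Cross-hybridisation among near-identical genes may also make members move as one: apart from msp-31 they differed by at most 0.325 on any array, which a shared change would give too. Both stay open.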

How the results depend on the processing

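Keeping the probes with conflicting names was chosen after seeing the data, and all other alternatives before. The log2 ratios of the 66 genes fixed by the naming rule kept their sign in all 726 values under the 11 alternatives applied to single genes. Much of this was fixed in advance. A dye term and robust eBayes leave the log2 ratio itself unchanged. Genes with the same sign on every array, as all called genes had, cannot change sign when an array is left out, weighted or scaled. The kept signs are thus a weak test of the processing. The opposite turn of the swapped arrays, the adjusted p alone (30 and 12 genes called), an absolute log2 ratio over 1 (27 and 8) and the call of any probe were applied to the counts alone. Under those 11 the genes stayed on the same side of the threshold in 539, lost their call in 136 and gained one in 51. The cause was not tested for any change below, except that leaving out an array or turning the swapped ones alters the data themselves. Signal over background was not known, so its limit could not be given.

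Genes called (30 higher and 12 lower) became 136 and 77 with a dye term, 386 and 200 with array weights, 135 and 53 when any probe sufficed, 18 higher with arrays centred on their median (9 lower), and 16 and 6 with robust eBayes. With the arrays scaled to one spread they were 0 and 0 (2011 genes at an unadjusted p under 0.05, smallest adjusted p 0.0558, limma), and with the swapped arrays turned the opposite way 0 and 0 (1529 at an unadjusted p under 0.05). All 42 genes were called with the dye term, with array weights, through any probe and without replicate 2, 27 of them after centring and 22 with robust eBayes. With a dye term, any difference between unswapped and swapped replicates is left out of the spread that the p-values measure. Leaving out 1 array gave 0 to 504 genes higher and 0 to 370 lower, the lowest without replicate 4 and the highest without replicate 2. Without replicate 1 the counts were 5 and 3 and without replicate 3 they were 7 and 2. The share of higher genes stayed within its interval wherever genes were called.

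Probes called (357 and 211) became 634 and 371 with a dye term and 0 and 0 with the arrays scaled, and ran from 100 to 1258 higher and from 96 to 944 lower without 1 array. Families past the threshold ran from 0 (without replicate 4) to 10 (without replicate 2). Lists passing camera, 11 higher and 5 lower, became 0 and 0 with an estimated correlation (2 of 26 at an unadjusted p under 0.05) and 6 and 1 with fry. A high correlation is not the reason in every list. Lysozymes had an estimated correlation of −0.012, below the preset 0.01, and still went from a camera adjusted p of 0.0113 to 0.292. With an estimated correlation, limma's camera also takes its degrees of freedom from the 4 arrays rather than from the number of genes. So few degrees of freedom make any list harder to call, also at a low correlation. The lists that passed fry were lysozymes, antimicrobial peptides, the *S. aureus* panel, lysosomal proteases, C-type lectins and major sperm proteins as higher and UDP-glucuronosyltransferases as lower. Without 1 array 3 to 8 lists were lower.

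List medians that changed sign with the arrays scaled were −0.0515 for fatty acid synthesis and desaturation, −0.00388 for DAF-16 class 2 targets, 0.0532 for ribosomal proteins and 0.0206 for the proteasome, none passing camera there. Without 1 array, medians ran from −0.0232 to 0.145 for autophagy, from −0.0905 to 0.0497 for fatty acid synthesis and desaturation, from −0.0208 to 0.0472 for cytochrome P450, from −0.0169 to 0.141 for antioxidant and metal-binding proteins, from −0.25 to −0.00402 for DAF-16 class 2 targets, from −0.232 to 0.11 for ribosomal proteins and from −0.243 to 0.0423 for the proteasome. Among these changes of sign, only ribosomal proteins without replicate 3 passed camera (median 0.11, adjusted p = 0.0381).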

Other observations

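The test of peroxisomal genes and that of neighbouring genes were chosen before their results were seen, and the sign patterns of the single genes after.

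Peroxisomal genes were not among the lists fixed before the data were examined. The peroxisome biogenesis gene prx-11 rose by 1.40 ± 0.37 (SD, n = 4; adjusted p = 0.0485, limma) and maoc-1, which encodes an enzyme of peroxisomal fatty acid breakdown, by 0.99 ± 0.14 (adjusted p = 0.0312). Both were picked out after their values were seen. Of 22 peroxisomal genes, 18 lay above 0 and the median was 0.40. A hypothesis is that peroxisomal genes rose more widely. It was tested on the 20 that were not called, whose median was 0.336 with 16 above 0 and medians of 0.41, 0.19, 0.47 and 0.31 on replicates 1 to 4. Camera gave p = 1.17e-06, but 0.0881 with an estimated correlation, so the test leaves it open. Among them ech-9 was at 3.93 ± 1.53, ctl-2 at 1.70 ± 0.68 and dhs-28 at 0.84 ± 0.28, while pmp-5 was at −1.32 ± 1.14.

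Other called genes outside the lists, again picked out afterwards, were pmt-1 (1.60 ± 0.43; SD, n = 4), an enzyme of phosphatidylcholine synthesis, and T05E12.3 (1.94 ± 0.54).

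A further hypothesis, that called genes lie beside each other on the chromosomes, was tested on immediate neighbours alone. There were 0 adjacent pairs among the 42 called genes in the order of the tested genes in assembly WBcel235, against a median of 0 and a 95th percentile of 1 in 10000 random draws. An excess of adjacent pairs was thus not found. Called genes that lie near each other with other tested genes between them were not counted, so wider grouping was not tested.

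The 4 arrays allow 8 patterns of signs, the real one included, too few for a share under 0.05. The real pattern gave 42 genes, 568 probes and 16 lists, and the highest of the others 0 genes, 0 probes and 9 lists. In each case 1 of the 8 gave as many as the real one, which was the real one.

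At the study's thresholds 42 genes were called here. That is lower than the total quoted from the study above. The counts by direction were 30 higher and 12 lower. Both are lower than the values quoted from the study above. The study's methods fitted probes and allowed outlier arrays to be removed, so the counts are not of the same kind. Gene counts here cover only the 15042 tested genes. Of the 568 called probes, 303 were kept out of the gene values, 164 higher and 139 lower, and enter none of these gene counts. How much each of these differences adds to the gap was not tested. Counted through any of its probes, a gene was called in 188 cases, 135 higher and 53 lower, and without replicate 2 the gene means gave 874, which is higher than the total quoted.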
